A study of Mus musculus with 18 samples.

How the data were processed

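Poly(A) RNA was sequenced from cells sorted from fresh pancreas and pancreatic tumors of mice. Per the labels, the 18 libraries fall into 5 groups: normal pancreatic fibroblasts (NPF, n = 3), cancer-associated fibroblasts with intact Saa3 (WT_CAF, n = 5) or lacking it (KO_CAF, n = 3), and tumor cells with intact Saa3 (WT_tumor, n = 4) or lacking it (KO_tumor, n = 3). The groups other than NPF came from mice with floxed Trp53, a Cre recombinase under control of the elastase promoter, and an EYFP reporter. Each group holds biological replicates per the series design, but whether fibroblasts and tumor cells came from the same animals is not given in the sources used here, so no samples were paired. Replicate numbers follow the deposition order and carry no other meaning. The sort markers are not given in the sources used here.

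Libraries were made with an Illumina TruSeq RNA kit and run on a HiSeq2000, per the labels' protocols. The authors deposited 1 table of FPKM values (fragments per transcript length and mapped fragments) for 23951 gene symbols and 18 libraries. Per the submitters' processing notes, the tools included FastQC, TopHat2 2.0.10, Bowtie 1.0.0, SAMtools 0.1.19, Cufflinks 2.2.1 and Cuffnorm, and the notes list the builds mm9, GRCh37 and hg19. Of these builds only mm9 is a mouse genome. The order of these tools, their settings and the gene annotation are not given in the sources used here. FPKM from Cufflinks and Cuffnorm is a model estimate, and an abundant gene can be listed at 0 in a library where the estimate failed. In 15 cases (12 genes) a gene was listed at exactly 0 while at least 2 other libraries of its group were above 0 and all of those stood at 50 FPKM or more. Among these were Col3a1 in WT_CAF 2, 3 and 4, Fn1 in the library labelled WT_CAF 1 and in KO_CAF 1, Col1a1, Col1a2 and C3 in KO_CAF 2, Clu in KO_tumor 2, Ctla2a in NPF 1, and Amy2b, Ctrc, Sycn and Try4 in KO_tumor 1. These last 4 are acinar genes, and KO_tumor 1 had an acinar mean of 0.854 against 9.16 and 9.80 in KO_tumor 2 and 3, so their zeros need not be failed estimates. For such genes library values are given and no mean. Some items are not reported here. The wording of that rule was revised after seeing which genes it caught.

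No read counts were used, so the depth of a library in fragments is unknown. The low values carry a partial trace of relative depth. Among values under 0.1 FPKM, the ratios between libraries gathered at preferred steps: over 153 pairs of libraries, the fullest bin of 0.05 on the log2 scale held a median of 2.98% of genes (2.12% to 15.4%). Of 816 triples of libraries, 34.7% gave ratios that closed within 0.1, against 8.83% by chance. The offsets that fitted 90 of the 153 pairs placed the fragments behind 1 FPKM between 0.413 (KO_CAF 3) and 1.60 (WT_tumor 1) times those of the median library. For KO_CAF 3 the sharpest pair held only 4.03% of genes in 1 bin, the lowest of all libraries, so its value is uncertain. Values of other libraries can also rest on weak pairs, and their certainty was not ranked. Low values of KO_CAF 3 and of WT_CAF 5 (0.683) rest on the fewest fragments. FPKM summed to between 396646 (the library labelled WT_CAF 1) and 919859 (NPF 1), and 10657 to 11670 genes per library reached 1 FPKM. No libraries held identical values.

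The description labels come in 3 forms: no index sequence (NPF 1 to 3, WT_CAF 1 and 2), a 6-base index (8 libraries) and a 16-base index (5 libraries). These forms were taken as a library format, that is, as a batch. All NPF share the first form with WT_CAF 1 and 2, and no library of the other 3 groups has it. Lanes differ between the 2 forms with an index, and the labels without an index give no lane.

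Differences were tested with limma 3.58.1 in R 4.3.3 (linear model, empirical Bayes with a trend) on log2(FPKM + 1). Genes with 1 FPKM or more in at least 3 libraries were kept, which left 13369 genes and removed 10582. All 18 libraries entered 1 fit with the group and, as an additive term, the library format, leaving 11 residual degrees of freedom (13 without the format term). Tests were two-sided, p-values were adjusted by the Benjamini-Hochberg method over all genes tested, and genes with adjusted p under 0.05 were called. Fold changes are differences on the log2(FPKM + 1) scale, adjusted for format, and understate the change of genes with low values. They are given as log2 difference ± standard error, and FPKM as mean ± SD. Because WT_CAF 1 and 2 are the only libraries beside NPF without an index, the size of each WT_CAF against NPF difference rests wholly on these 5 libraries, with the spread taken from all groups. For the same reason leaving out WT_CAF 1 changes the error, and not the size, of the differences between the other groups and WT_CAF.

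The comparisons were WT_CAF against NPF, KO_CAF against WT_CAF, KO_tumor against WT_tumor, WT_tumor against WT_CAF, and the difference between the 2 knockout effects (the interaction). These groups, the tests, the alternatives, the gene lists and the rule for named genes were fixed before the data were examined. There were 33 lists: 21 of pathways and functions and 12 of cell type markers. The glial and lymphoid markers had fewer than 3 tested members and were not tested. The other 31 lists were tested with camera (preset correlation between genes of 0.01) and adjusted within a comparison. Camera with an estimated correlation and fry were run as alternatives. Camera asks whether a list's genes moved apart from other genes, and fry whether they moved in 1 direction on balance. Counts of members called were also adjusted over the list alone. For single genes an exact two-sided permutation test of the group means of FPKM was run in 20 cases and adjusted over these. The test of Saa3 between WT_CAF and NPF was planned and the others were added.

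Named genes were Saa3 and Mpp6 in every comparison, and in each comparison the 8 genes of largest fold per direction among those called, without overlap between the groups and with a mean of 5 FPKM or more in the higher group. Clone and model names were left out. Where a direction had fewer than 3 such genes, the 3 of smallest p were taken. Up to 4 members of smallest p were named from each list described. Trp53, Dynlt1b, Rnaset2b, Saal1, the genes high in WT_tumor 2 alone and other genes given only as values were chosen after their values were seen.

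The alternatives were: no format term, libraries of a single format only, pseudocounts of 0.1 and 5, no filter, a filter on the mean, FPKM rescaled to a common sum, quantile normalization, only the groups compared, robust variance estimates, and each replicate left out in turn. After seeing the data, 3 more were added: the library labelled WT_CAF 1 and WT_tumor 4 both left out, the library labelled WT_CAF 1 left out together with the format term, and the listed zeros set to missing. The procedure was tested on simulated data with 200 changed genes among 13369. At a log2 change of 1, 2 and 4 it recovered 14.9%, 67.2% and 89.4% for WT_CAF against NPF, with 3 false calls. For KO_CAF against WT_CAF it recovered 22.4%, 56.7% and 90.9% with 2 false calls, and for KO_tumor against WT_tumor 26.9%, 79.1% and 97.0% with 7. For WT_tumor against WT_CAF the values were 23.9%, 80.6% and 92.4% with 5 false calls, and for the interaction 7.46%, 55.2% and 87.9% with 0. The list that was shifted in the simulation was called in each comparison, and 0 other lists were. The simulated noise was independent between genes. This count therefore cannot show how often camera with the preset correlation falsely calls lists of correlated genes. In the real data the estimated correlation ran from 0.014 (receptors for serum amyloid A) to 0.93 (acinar markers). The changed genes were drawn from those with higher mean values, so the recovered shares need not hold for genes of low value.

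Gene positions, used only to find neighbors, came from the RefSeq annotation of assembly GRCm38.p6, in which 13323 of the 13369 tested symbols were found. This is not the build named in the processing notes, so no coordinates are given. Depth steps and figures were computed with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9.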

Results

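RNA from sorted pancreatic cells was profiled in 18 libraries: 3 of normal pancreatic fibroblasts (NPF), 5 and 3 of cancer-associated fibroblasts with and without Saa3 (WT_CAF, KO_CAF), and 4 and 3 of tumor cells with and without Saa3 (WT_tumor, KO_tumor). The table lists 23951 genes, of which 13369 were tested. Between 10657 and 11670 genes reached 1 FPKM in a library, and FPKM summed to 396646 to 919859. The number of fragments behind these values is unknown. Spearman correlations between replicates over genes were 0.887 to 0.968 in NPF, 0.705 to 0.929 in WT_CAF, 0.854 to 0.891 in KO_CAF, 0.823 to 0.898 in WT_tumor and 0.860 to 0.909 in KO_tumor.

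Saa3, an acute-phase serum amyloid protein and the gene deleted in the knockout groups, was checked first in every library. It stood at 1.85, 1.16 and 0.434 FPKM in KO_CAF and at 0.346, 0 and 0 in KO_tumor. In WT_CAF it stood at 7.24, 892, 4278, 1182 and 2270 FPKM (replicates 1 to 5), in NPF at 331, 5.32 and 3.13, and in WT_tumor at 4.10, 2.75, 106 and 3.13. All 6 knockout libraries lay below all 12 others. The library labelled WT_CAF 1, at 7.24 FPKM, was the lowest of its group. Mpp6, a membrane-associated scaffold protein of the guanylate kinase family, stood at 131, 182 and 137 FPKM in KO_CAF and at 3.79 to 12.5 in WT_CAF.

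**Figure D1:**
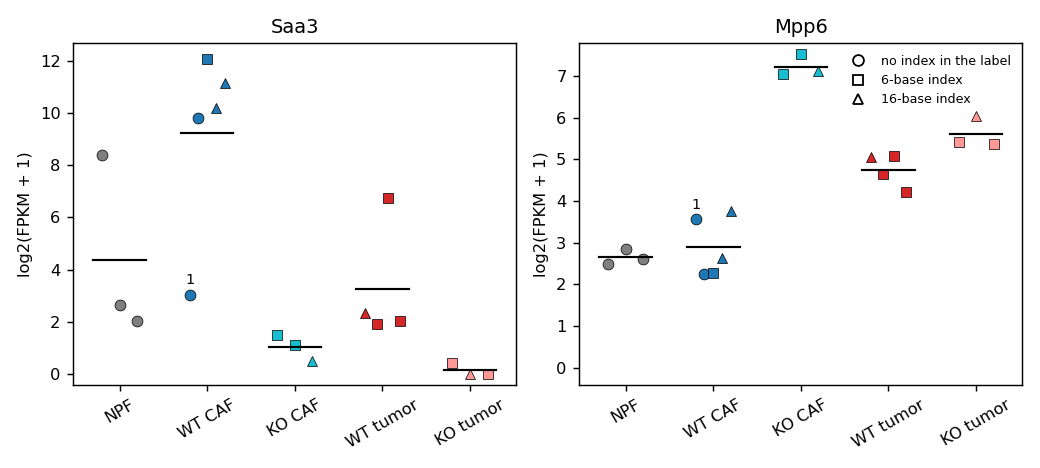
Saa3 and Mpp6 in each library, as log2(FPKM + 1), by group; each point is 1 library, its shape gives the form of the index in the label, horizontal lines are group means, and the library labelled WT_CAF 1 is numbered. Saa3 in that library (7.24 FPKM) lies near NPF 2 and 3 and WT_tumor 1, 2 and 4, and below NPF 1 and WT_tumor 3. The 3 KO_CAF libraries carry 131 to 182 FPKM of Mpp6, above all 15 other libraries.

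The first principal component (48.6% of the variance) parted fibroblasts from tumor cells, and the second (11.2%) parted the 5 libraries with a 16-base index (-64.0 to -52.0) from the other 13 (10.5 to 32.3). The library labelled WT_CAF 1 scored 32.9 on the first component, between the other fibroblasts (-90.2 to -42.9) and the tumor cells (74.98 to 107.3). Its closest library by Spearman correlation was WT_tumor 4 (0.887). It held 9.80 FPKM of Pdgfra, a growth factor receptor of fibroblasts, against 81.0 to 121 in WT_CAF 2 to 5. Krt19, an epithelial keratin, was at 119 FPKM there, against 7.04 to 41.6. Trp53, the floxed tumor suppressor, was at 2.85 FPKM, against 17.2 to 34.7 in the other WT_CAF and 1.38 to 7.11 in WT_tumor. WT_tumor 4 also stood apart, with 2.60 FPKM of the epithelial adhesion molecule Epcam against 129 to 549 in WT_tumor 1 to 3, and with 2231 FPKM of the mesenchymal filament protein Vim against 180 to 773.

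**Figure D2:**
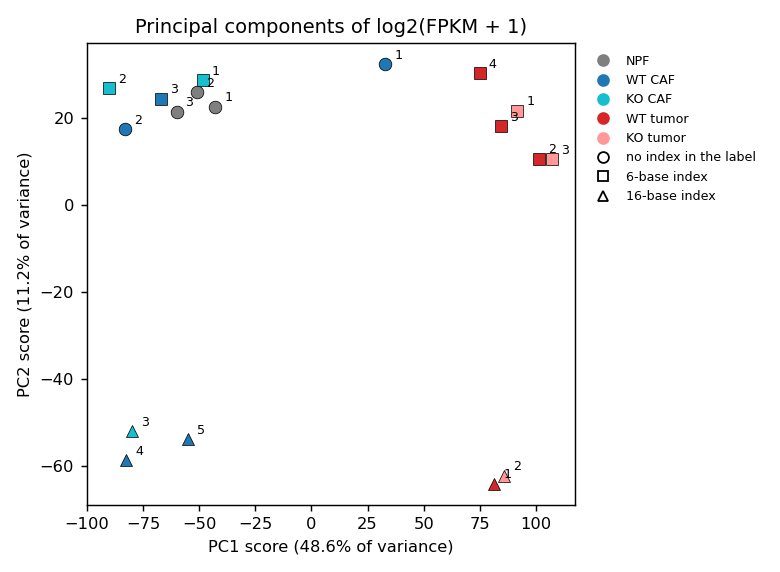
Scores of the 18 libraries on the first and second principal components of log2(FPKM + 1), with the share of variance on each axis; color gives the group, shape the form of the index, and numbers the replicate. The fibroblast libraries other than WT_CAF 1 lie at -90.2 to -42.9 on the first component and the tumor cell libraries at 74.98 to 107.3, with WT_CAF 1 at 32.9; the libraries with a 16-base index lie at the bottom.

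Fibroblasts of tumors were compared with those of normal pancreas (WT_CAF, n = 5, against NPF, n = 3). With the format in the fit, the size of each difference comes from WT_CAF 1 and WT_CAF 2 against NPF, while FPKM means cover all 5 WT_CAF libraries. Values given without WT_CAF 1 therefore compare WT_CAF 2 alone with the 3 NPF libraries, with the spread taken from the other groups. Of the p53 targets tested, 3 of 15 fell in WT_CAF, and the call of the list as a whole was lost with an estimated correlation (adjusted p = 0.057 with an estimated correlation). Ccng1, a cyclin induced by p53, fell by 3.35 ± 0.35 on the log2 scale (30.1 ± 8.46 against 241 ± 72.3 FPKM; limma adjusted p = 3.4e-04). Mdm2, the ubiquitin ligase that restrains p53, changed by -2.08 ± 0.28 (17.7 ± 4.31 against 63.6 ± 13.8 FPKM; adjusted p = 0.0025), and Aen, a nuclease of p53-driven apoptosis, by -1.45 ± 0.28. Rdh10, a retinol dehydrogenase of retinoic acid synthesis, rose by 3.96 ± 0.40 (93.9 ± 14.5 against 5.58 ± 2.28 FPKM; adjusted p = 2.3e-04), in 5 of 5 WT_CAF libraries. Hoxb9, a homeobox transcription factor, stood at 19.9, 21.3 and 9.93 FPKM in NPF and at 0.394, 0.376, 0.182, 0 and 0 in WT_CAF (-3.63 ± 0.27, adjusted p = 1.9e-05).

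In all, 37 genes were higher and 90 lower in WT_CAF. Both counts depended on single libraries: they were 8 and 38 without NPF 2, and larger without WT_CAF 2. The largest rises beside Rdh10 were AA465934 (3.90 ± 0.50), the heparan sulfate proteoglycan Sdc1 (3.61 ± 0.53), the protease cathepsin C, Ctsc (3.50 ± 0.45), the iron carrier transferrin, Trf (3.22 ± 0.65), the sortilin-family receptor Sorcs2 (3.17 ± 0.52), the sialyltransferase St6gal1 (3.00 ± 0.58) and glutathione reductase, Gsr (2.58 ± 0.50). Among the largest falls were the kallikrein protease Klk8 (-5.55 ± 0.50; 24.3, 95.8 and 59.4 FPKM in NPF, 0.112, 0.144, 0, 0.294 and 0.107 in WT_CAF), Crct1 (-4.95 ± 0.85), the neuropeptide Y receptor Npy1r (-4.30 ± 0.65), the protease inhibitor Serpinb9b (-4.09 ± 0.67), the myosin phosphatase inhibitor Ppp1r14a (-3.51 ± 0.47), Serpina3h (-3.43 ± 0.71) and the glypican Gpc4 (-3.35 ± 0.60). The adjusted p of these genes lay between 9.3e-05 (Klk8) and 0.038 (Serpina3h). Without WT_CAF 1, Trf, Sorcs2, St6gal1, Gsr, Serpina3h and Gpc4 were no longer past the threshold, with adjusted p of 0.054 (Trf) to 0.20 (Serpina3h). Their differences were then 3.598 for Trf, 2.46 for Sorcs2, 2.27 for St6gal1, 1.70 for Gsr, -2.35 for Serpina3h and -2.12 for Gpc4.

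Of 15 p53 targets tested, 3 fell and 12 did not pass the test, or 11 fell adjusted over the list alone. The list was called lower by camera (adjusted p = 3.4e-09; adjusted p = 0.057 with an estimated correlation) and by fry (3.1e-04), with a median of -1.54. Without WT_CAF 1 the median of the list was -1.06. The cell cycle inhibitor Cdkn1a was at -2.40 ± 0.59 (adjusted p = 0.071), and at -1.20 ± 0.54 (0.36) without WT_CAF 1, or -2.03 ± 0.44 (0.011) with the format term left out too. Trp53 itself was at 33.6, 45.7 and 37.0 FPKM in NPF and at 2.85, 21.9, 34.7, 17.2 and 19.9 in WT_CAF (-2.07 ± 0.62, adjusted p = 0.13; exact p = 0.071, 0.16 adjusted over the 20 exact tests), and at -0.78 ± 0.56 (adjusted p = 0.60) without WT_CAF 1. Interferon response genes were called lower as a list (adjusted p = 2.9e-05; adjusted p = 0.96 with an estimated correlation). Of 20 members 2 fell, the interferon-induced Ifit2 (-2.13 ± 0.46, adjusted p = 0.048) and Ifit3 (-3.21 ± 0.70, adjusted p = 0.049), and 4 adjusted over the list alone. Cell cycle genes were called higher as a list (adjusted p = 4.5e-05; adjusted p = 0.96 with an estimated correlation), with 24 of 24 members above 0 and a median of 0.78, but 0 members were called, in limma's test or adjusted over the list alone. The mitotic kinase Plk1 was at 1.33 ± 0.38 (adjusted p = 0.11). Without WT_CAF 1 the interferon and cell cycle lists were not called (adjusted p = 0.31 and 0.085), and neither were Ifit2 (-1.35, adjusted p = 0.23), Ifit3 (-2.92, 0.16) and Aen (-1.51, 0.063).

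Among chemokines, the membrane-bound Cx3cl1 rose by 2.27 ± 0.38 (adjusted p = 0.013) as the only 1 of 29 called. Among 24 growth factors, amphiregulin, Areg, rose (2.47 ± 0.51, adjusted p = 0.034) and Fgf10 fell by 2.78 ± 0.50 on the log2 scale (adjusted p = 0.018). Areg and Fgf10 were not past the threshold without WT_CAF 1 (adjusted p = 0.16 and 0.11). Neither list was called with all libraries (medians 0.49 and 0.29, adjusted p = 0.48 and 0.41). Both were called higher without WT_CAF 1 (medians 1.93 and 0.94, adjusted p = 1.0e-04 and 0.015; adjusted p = 0.49 for both with an estimated correlation). Acinar markers, enzymes of the exocrine pancreas, were called lower in WT_CAF (median -6.32, adjusted p = 3.6e-08; adjusted p = 0.96 with an estimated correlation). Of 18 members 0 were called by limma and 13 fell adjusted over the list alone, with Ctrl at -7.46 ± 2.26 and Cela1 at -5.59 ± 1.95. The mean log2 value of this list was 5.30, 7.83 and 10.4 in NPF and 1.05 to 5.36 in WT_CAF. Because 0 members were called, none of the 90 lower genes is in this list (0 of 90). Macrophage markers were called higher (median 0.67, adjusted p = 0.034; adjusted p = 0.96 with an estimated correlation), with 0 of 13 members called and the lysosomal protein Cd68 at 1.23 ± 0.49.

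The values of acute-phase and complement genes depended on both WT_CAF 1 and WT_CAF 2, the 2 libraries of their group without an index. The Saa3 difference was 2.06 ± 1.95 (limma adjusted p = 0.63; exact p = 0.14, 0.26 adjusted over the 20 exact tests, where 0.018 is the smallest p the design allows). Without WT_CAF 1 it was 5.44 ± 2.05 (adjusted p = 0.25), and without WT_CAF 2 it was -1.32 ± 2.05 (adjusted p = 0.74). Without the format term it was 4.89 ± 1.75 (adjusted p = 0.16), and with WT_CAF 1 left out as well 6.44 ± 1.31 (adjusted p = 0.0076). With all libraries, haptoglobin, Hp, was at 4.26 ± 1.40 (adjusted p = 0.16), complement factor Cfb at 2.64 ± 1.30 (0.32) and C4b at 2.47 ± 1.34 (0.37). Without WT_CAF 1 these were 7.48 ± 1.11 (adjusted p = 0.0059), 5.78 ± 0.95 (0.011) and 5.41 ± 1.14 (0.039), and without WT_CAF 2 they were 1.05 ± 1.11 (0.59), -0.50 ± 0.95 (0.79) and -0.47 ± 1.14 (0.85). The acute-phase list (10 members) and the complement list (12 members) were not called with all libraries (adjusted p = 0.41 and 0.31), and were called higher without WT_CAF 1 (4.2e-05 and 2.2e-06; adjusted p = 0.41 for both with an estimated correlation). Collagens and matrix genes (22 members, adjusted p = 0.67), inflammatory fibroblast genes (19, 0.78) and myofibroblast genes (18, 0.12) had 0 called members each. The smooth muscle actin Acta2 was at -2.27 ± 1.19 (adjusted p = 0.35). Lists called higher without WT_CAF 1 included matrix proteases and inhibitors (median 0.99), MHC class II genes (1.99) and mesothelial markers (0.92). None of these lists was called with all libraries, or without WT_CAF 1 with an estimated correlation. Without WT_CAF 1 the collagens (6.1e-04) and the inflammatory fibroblast genes (2.7e-04) were called higher (adjusted p = 0.51 and 0.49 with an estimated correlation). So were the immediate early and dissociation stress genes (median -0.52 with all libraries, adjusted p = 0.72, and 1.71 without WT_CAF 1, 1.0e-04; adjusted p = 0.51 with an estimated correlation) and the macrophage markers (median 1.44, 3.0e-04; adjusted p = 0.49 with an estimated correlation). Cholesterol synthesis genes were not called with all libraries (median -0.07, adjusted p = 0.51) and were called lower without WT_CAF 1 (median -0.85, 2.2e-06, 2 of 15 members lower; adjusted p = 0.49 with an estimated correlation).

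Of all tested genes 2254 had an unadjusted p under 0.05, and 1495 genes (11.2%) did not overlap between the groups, where chance gives 3.57%. Within the 5 libraries without an index, 1 gene was higher and 0 lower (1102 at an unadjusted p under 0.05 by limma). That gene was not among the 127 called with all libraries, so 0 calls were shared. The sizes of the differences are the same in both fits. Without WT_CAF 1 the counts were 101 higher and 87 lower, and 57 of the calls were shared with those from all libraries.

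Loss of Saa3 in tumor fibroblasts was examined by comparing KO_CAF (n = 3) with WT_CAF (n = 5). With the format in the fit, only WT_CAF 3 to 5 enter the size of each difference on the WT_CAF side. FPKM means and exact tests cover all 5 WT_CAF libraries. Mpp6 rose by 4.49 ± 0.38 on the log2 scale, from 7.22 ± 4.12 to 150 ± 27.9 FPKM (limma adjusted p = 1.6e-04; exact p = 0.018, the smallest the design allows, 0.089 adjusted over the 20 exact tests). Every KO_CAF library was above every WT_CAF library. The difference was 5.001 within the libraries with a 6-base index and 3.92 within those with a 16-base index. Mpp6 was the only gene called: 1 gene was higher and 0 were lower, with 125 genes at an unadjusted p under 0.05. Saa3 was at -10.40 ± 1.80 (limma adjusted p = 0.32; exact p = 0.125, 0.25 adjusted over the 20 exact tests). Its limma adjusted p was 0.063 without WT_CAF 1, and with all libraries it fell adjusted over the acute-phase list alone. Its neighboring family member Saa1 was at -1.60 ± 0.77 (adjusted p = 1).

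Among genes with a mean of 5 FPKM or more in the higher group, the next by p were Gabra3, a GABA receptor subunit (1.53 ± 0.44), and Spsb3 (0.56 ± 0.18) on the higher side, and the growth factor receptor Met (-1.31 ± 0.33) and the splicing factor Snw1 (-0.85 ± 0.22) on the lower side, each with an adjusted p of 1. In these 8 libraries 160 genes (1.197%) did not overlap between the groups, where chance gives 3.57%.

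As lists, 7 moved by camera and none with an estimated correlation (adjusted p = 0.98 for each of the 7) or by fry (adjusted p = 1). MHC class II genes, which present antigen, were called lower (0 of 6 members above 0, median -1.03, adjusted p = 1.4e-05), with H2-Aa at -1.23 ± 0.69 and H2-Ab1 at -1.52 ± 0.94. Macrophage markers had 3 of 13 members above 0 (median -0.43) and were not called (adjusted p = 0.16). Cell cycle genes were called higher (24 of 24 members above 0, median 0.48, adjusted p = 5.2e-09), with the proliferation marker Mki67 at 0.46 ± 0.25 and the topoisomerase Top2a at 0.79 ± 0.44. Glycolysis and hypoxia genes (median -0.42, adjusted p = 0.0070), cholesterol synthesis genes (median -0.33, 0.0070; Insig1 at -0.63 ± 0.53) and oxidative phosphorylation genes (median -0.20, 0.0062; Ndufv1 at -0.27 ± 0.26) were called lower, as were the acinar (median -2.25, 2.4e-05) and mesothelial markers (median -0.85, 0.015). In each of these 7 lists 0 members were called by limma or adjusted over the list alone. The acinar means were 0.430, 0.827 and 3.80 in KO_CAF and 1.05 to 5.36 in WT_CAF. Collagens (median 0.51, adjusted p = 0.44), inflammatory fibroblast genes (0.39, 0.33), myofibroblast genes (-0.34, 0.17), complement (-0.11, 0.16) and chemokines (0.04, 0.99) were not called. Leaving out WT_CAF 3 left 1 list called, and leaving out KO_CAF 1 gave 11. With only KO_CAF and WT_CAF in the fit, Mpp6 kept its difference (4.46 ± 0.52) and was not called (adjusted p = 1).

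The same comparison in tumor cells (KO_tumor, n = 3, against WT_tumor, n = 4) gave 0 called genes in either direction by limma, with 528 at an unadjusted p under 0.05 and a smallest adjusted p of 0.32. Saa3 was at -3.04 ± 1.64 (adjusted p = 1), and at -1.96 ± 1.59 (adjusted p = 1) without WT_tumor 3, which held 106 FPKM. WT_tumor 3 also had a fibroblast marker mean of 4.57, against 1.18 to 2.03 in the other WT_tumor libraries. Mpp6 was at 0.82 ± 0.35 (adjusted p = 1), with 40.3 to 64.9 FPKM in KO_tumor and 17.5 to 32.7 in WT_tumor, without overlap (exact p = 0.029, the smallest the design allows, 0.11 adjusted over the 20 exact tests). Among genes with a mean of 5 FPKM or more in the higher group, those of smallest p were Dlk1, a Notch ligand homolog (2.57 ± 0.44, adjusted p = 0.32), Phyhd1 (2.16 ± 0.37, 0.32) and Ramp3, a partner of calcitonin-family receptors (2.22 ± 0.41, 0.34), on the higher side, and Crisp1 (-2.89 ± 0.58, 0.43), adenylate kinase Ak1 (-2.61 ± 0.53, 0.43) and Tspyl1 (-0.71 ± 0.16, 0.54) on the lower side.

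Epithelial markers were called higher as a list in KO_tumor (15 of 17 members above 0, median 0.84, adjusted p = 0.0048; adjusted p = 0.94 with an estimated correlation). Epcam was at 2.16 ± 1.33 and the splicing factor Esrp1 at 1.33 ± 0.64. WT_tumor 4, with its 2.60 FPKM of Epcam, is in the group they were compared with. Cell cycle genes were called higher (23 of 24 above 0, median 0.36, adjusted p = 5.6e-04; adjusted p = 0.94 with an estimated correlation), with the replication helicase subunit Mcm2 at 1.02 ± 0.46. Interferon response genes were called lower (2 of 20 above 0, median -0.36, adjusted p = 0.0069; adjusted p = 0.94 with an estimated correlation), with the RNA sensor Ddx58 at -0.73 ± 0.24 and Isg15 at -1.14 ± 0.65. In each of these 3 lists 0 members were called by limma or adjusted over the list alone. Among endothelial markers Egfl7 (1.33 ± 0.36) rose adjusted over the list alone, and not over all genes (adjusted p = 0.90). Neutrophil markers (7 of 7 above 0, median 1.24, adjusted p = 0.054) and collagens (median -0.50, 0.058) were not called. The neutrophil mean was 3.87 in KO_tumor 1, 0.561 and 0.383 in KO_tumor 2 and 3, and 0.225 to 1.58 in WT_tumor. Without WT_CAF 1 the collagens were called lower by camera (adjusted p = 0.037; adjusted p = 0.97 with an estimated correlation). Of all tested genes 483 (3.61%) did not overlap between the groups, where chance gives 5.71%. Leaving out WT_tumor 1 or WT_tumor 3 left 1 list called, and leaving out KO_tumor 3 gave 6.

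A different effect of Saa3 loss in fibroblasts and tumor cells was tested with the interaction. WT_CAF 1 and WT_CAF 2, which have no index, do not enter the size of this difference. By limma 0 genes were called, with 185 at an unadjusted p under 0.05. Mpp6 had the smallest p, with an effect larger in fibroblasts by 3.66 ± 0.52 (adjusted p = 0.079), and for Saa3 the difference was -7.35 ± 2.45 (adjusted p = 1). Without WT_CAF 1, WT_CAF 2 or WT_CAF 5 the Mpp6 difference passed the threshold (adjusted p = 0.023, 0.022 and 0.020). By camera 6 lists differed. The knockout effect was lower in fibroblasts for MHC class II (median -1.45, adjusted p = 0.0017), epithelial (-1.21, 0.0017) and acinar markers (-2.39, 0.0017), glycolysis (-0.62, 0.0099) and cholesterol synthesis genes (-0.35, 0.0099), and higher for collagens (0.75, 0.026). Each had an adjusted p = 0.96 with an estimated correlation, and 0 members called. Among the polarity and junction scaffolds Mpp6 was the 1 gene higher adjusted over the list alone.

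Tumor cells and fibroblasts of mice with intact Saa3 were compared to see how far the sorted fractions differed (WT_tumor, n = 4, against WT_CAF, n = 5). Here too only WT_CAF 3 to 5 enter the size of each difference on the WT_CAF side, while FPKM means cover all 5. Epithelial genes were higher in tumor cells: the secretory protein disulfide isomerase Agr2 rose by 6.995 ± 0.861, the tetraspanin Tspan8 by 6.04 ± 0.96, the keratins Krt18, Krt7 and Krt8 by 5.99 ± 1.28, 5.85 ± 1.06 and 5.54 ± 1.22, Tm4sf4 by 5.83 ± 1.03, the gastric protease cathepsin E, Ctse, by 5.74 ± 0.96 and the intestinal cadherin Cdh17 by 5.49 ± 0.55. Krt8 stood at 1367 ± 191 FPKM in WT_tumor and 82.6 ± 104 in WT_CAF, or 40.3 ± 50.8 in WT_CAF without WT_CAF 1. Matrix and acute-phase genes were lower: the matrix Gla protein Mgp changed by -8.17 ± 1.17, Cpxm1 by -7.86 ± 0.99, the gelatinase Mmp2 by -7.67 ± 1.09, Hp by -7.63 ± 1.23, the proteoglycan Bgn by -7.63 ± 1.27, Pi16 by -7.58 ± 1.28, the antiangiogenic serpin Serpinf1 by -7.45 ± 1.16 and Serpina3n by -7.43 ± 1.26. Saa3 (-8.26 ± 1.72, adjusted p = 0.0047) fell and Mpp6 (2.04 ± 0.37, adjusted p = 0.0020) rose. Their exact p values were 0.063 and 0.0079 (0.16 and 0.089 adjusted over the 20 exact tests). Within the 6-base and the 16-base index, where an arm is 1 library, the differences were -8.50 and -8.33 for Saa3 (limma adjusted p = 0.14 and 0.12) and 2.37 and 1.86 for Mpp6 (0.072 and 0.23). In all, 1210 genes were higher and 1670 lower, and 1694 genes (12.7%) did not overlap, where chance gives 1.59%. The adjusted p of these named genes lay between 1.4e-04 (Cdh17) and 0.0063 (Krt8).

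Of 17 epithelial markers 13 rose (Cdh1 5.45 ± 0.72, Sox9 3.05 ± 0.47) and 4 did not pass the test. Of 22 collagens and matrix genes 19 fell (Lox -6.94 ± 1.10, Loxl1 -6.03 ± 1.05, Sparc -5.97 ± 1.05), of 12 fibroblast markers 9 (Pdgfra -5.99 ± 0.62, Pdgfrb -5.38 ± 0.55), of 19 inflammatory fibroblast genes 13 (Il6 -6.64 ± 1.24, Ccl11 -6.33 ± 1.14) and of 18 myofibroblast genes 10 (Acta2 -6.30 ± 1.05, Itga11 -4.05 ± 0.39). Of 12 complement genes 7 fell (Serping1 -8.07 ± 1.27, C2 -6.61 ± 0.91), of 10 acute-phase genes 6 (Ptx3 -6.68 ± 1.23), of 6 MHC class II genes 6 (H2-DMb1 -3.96 ± 0.69) and of 20 interferon response genes 11 (Gbp2 -3.36 ± 0.52, Oasl2 -3.48 ± 0.55). Of 20 matrix proteases and inhibitors 1 rose and 13 fell (Mmp3 -5.60 ± 0.69). Adjusted over the list alone, 16 epithelial markers and 3 protease genes rose. Falls were seen for 20 collagens, 11 fibroblast markers, 16 inflammatory fibroblast and 13 myofibroblast genes. They were also seen for 7 complement, 6 acute-phase, 6 MHC class II, 14 interferon response and 14 protease genes. Each of these 10 lists was called by camera (adjusted p from 1.1e-09 for collagens to 4.1e-04 for acute-phase genes). With an estimated correlation the adjusted p = 0.24 for 9 of them and 0.28 for the acute-phase genes, and by fry the adjusted p was 0.0025 to 0.0072.

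**Figure D3:**
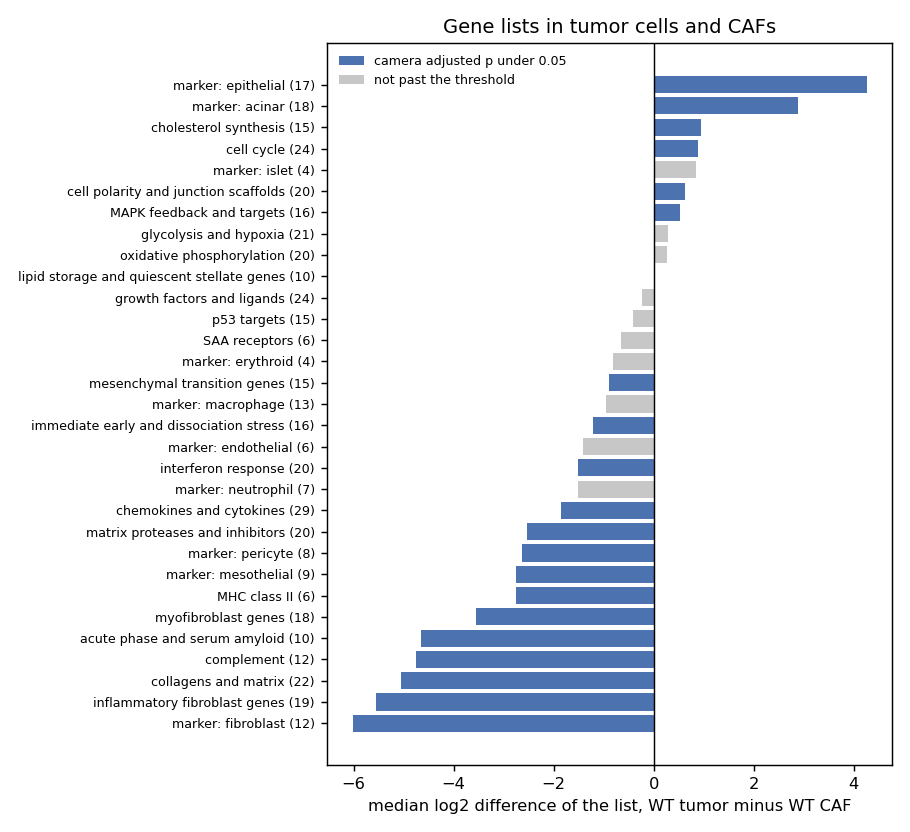
Median log2 difference (WT_tumor minus WT_CAF) of each tested list, with the number of tested members; blue bars mark an adjusted p under 0.05 by camera with the preset correlation, which 20 of 31 lists reached and 0 reached with an estimated correlation. Epithelial markers have the highest median (4.26) and fibroblast markers the lowest (-6.01).

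Of 20 polarity and junction scaffold genes, a list that includes Mpp6, 9 rose and 1 fell (Crb3 3.64 ± 0.75, Cadm1 3.81 ± 0.82; list adjusted p = 0.0045; adjusted p = 0.30 with an estimated correlation). Of 16 MAPK feedback genes and targets 6 rose and 1 fell (Dusp5 2.56 ± 0.34, Epha2 2.86 ± 0.50, Dusp6 2.78 ± 0.49, Ccnd1 4.57 ± 1.004; list adjusted p = 0.034; adjusted p = 0.30 with an estimated correlation). Among 24 growth factors 3 rose and 9 fell, with Areg at 4.20 ± 0.45 and Hbegf at 2.95 ± 0.51 higher and Fgf2 at -3.42 ± 0.57 and Fgf10 at -2.50 ± 0.44 lower (list adjusted p = 0.26). Of 29 chemokines 2 rose and 7 fell (Ccl7 -6.24 ± 1.19; list adjusted p = 0.0058; adjusted p = 0.55 with an estimated correlation). Of 15 mesenchymal transition genes 4 fell (Cdh11 -5.82 ± 0.81, Prrx1 -3.85 ± 0.48, Snai1 -3.69 ± 0.67, Zeb2 -1.79 ± 0.40; list adjusted p = 0.012; adjusted p = 0.24 with an estimated correlation). Of 24 cell cycle genes 2 rose, Cdc20 (1.42 ± 0.43) and Mki67 (0.76 ± 0.23), and 0 adjusted over the list alone (list adjusted p = 2.9e-04; adjusted p = 0.51 with an estimated correlation).

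Of 15 cholesterol synthesis genes 2 rose, among them Idi1 (1.08 ± 0.36), and 0 adjusted over the list alone (list adjusted p = 0.017; adjusted p = 0.59 with an estimated correlation). Of 10 genes of lipid storage and quiescent stellate cells 2 rose and 3 fell, with the lipid regulator Pparg at 2.37 ± 0.51 and the fatty acid carrier Fabp4 at -6.20 ± 0.99 (list adjusted p = 0.50). Of 6 receptors for serum amyloid A 2 fell, P2rx7 (-2.53 ± 0.36) and Tlr2 (-1.63 ± 0.38), and the list was not called (adjusted p = 0.082). Of 15 p53 targets 1 rose, Perp (4.07 ± 0.63), and 2 fell, among them Fas (-2.26 ± 0.64; list adjusted p = 0.28). Immediate early and dissociation stress genes had 0 of 16 members called and were called lower as a list (median -1.22, adjusted p = 0.043; adjusted p = 0.62 with an estimated correlation). Glycolysis (adjusted p = 0.42) and oxidative phosphorylation genes (0.17) were not called.

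Pericyte markers (4 of 8 fell; Kcnj8 -5.32 ± 0.76; list adjusted p = 3.9e-04) and mesothelial markers (1 of 9 rose, Msln 4.76 ± 1.18, and 5 fell, Wt1 -4.41 ± 0.96; 0.0067) were called lower, with an adjusted p = 0.24 and 0.30 with an estimated correlation. Macrophage (0.11), neutrophil (0.068), endothelial (0.080), islet (0.37) and erythroid markers (0.28) were not called. Trp53 fell by 2.66 ± 0.55 on the log2 scale (adjusted p = 0.0044), from 19.3 ± 11.4 FPKM in WT_CAF to 3.70 ± 2.61 in WT_tumor (exact p = 0.032, 0.11 adjusted over the 20 exact tests). Acinar markers were called higher in tumor cells (median 2.89, adjusted p = 0.025; adjusted p = 0.62 with an estimated correlation), with 0 of 18 members called and Reg1 not past the threshold. Their means were 9.18, 8.14, 6.09 and 1.009 in WT_tumor and 1.05 to 5.36 in WT_CAF. Within the libraries with a 6-base index (3 against 1) the counts were 125 higher and 699 lower. Within those with a 16-base index (1 against 2) they were 0 and 0, with 3190 genes at an unadjusted p under 0.05 by limma.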

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

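Apart from the splits of the libraries, which were fixed before the results were seen, the tests in this part were chosen after them. A library was picked out when its value stood far from an otherwise tight group, by the gap to the nearest library as a share of the group's range on the log2 scale. This was tried in 137 groups over 69 genes, and chance alone marks about 1 in 20 such groups. It marked 18, of which 9 were the library labelled WT_CAF 1. Where every other library is listed at 0 (Hoxb9 and Dynlt1b in WT_tumor), any value above 0 is marked. The chance share does not hold for such groups.

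In that library Mmp2 (0.905; 35.9 against 1027 to 1456 FPKM), Cpxm1 (0.887; 20.2 against 630 to 971), Serpinf1 (0.858; 51.5 against 730 to 1131), Pdgfra (0.835; 9.80 against 81.0 to 121), Mgp (0.779; 88.8 against 1465 to 3240), Pi16 (0.759; 12.03 against 305 to 832), Cfb (0.754; 7.79 against 307 to 984), Saa3 (0.749; 7.24 against 892 to 4278) and Gpc4 (0.726; 1.31 against 11.7 to 23.1) were low. In WT_tumor 3, Serpina3h (0.927; 0.913 against 0 to 0.0486), Saa3 (0.908; 106 against 2.75 to 4.10), Cpxm1 (0.907; 9.06 against 1.0003 to 1.32) and Hoxb9 (1; 0.0396, with the others listed at 0) were high. In WT_tumor 4, Dynlt1b (1; 1.28, with the others listed at 0) was high and Gpc4 (0.877; 3.99 against 11.3 to 13.0) low. In WT_CAF 5, Crct1 (0.878; 0.811 against 0 to 0.0755) was high and Rdh10 (0.723; 69.8 against 96.4 to 109) low, and in WT_tumor 2, AA465934 (0.861; 15.1 against 25.3 to 27.5) was low. For the marks outside the library labelled WT_CAF 1 no biological explanation was tested.

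The library labelled WT_CAF 1 may hold cells of the tumor lineage. Its median place was 0.81 on a line from the other WT_CAF libraries (0) to WT_tumor (1), over 2713 genes. WT_CAF 2, of the same library format, was at -0.0334, which argues against the format. The lowest WT_tumor library was at 0.913, so no swap partner was found among the WT_tumor libraries. The KO_tumor libraries scored 85.9 to 107.3 on the first principal component, against -90.2 to -42.9 for the fibroblasts other than WT_CAF 1. These scores argue against a swap with a KO_tumor library. NPF and KO_CAF were not tested for a swap. Sorted tumor cells that had turned mesenchymal, a mixture of cells and a wrong label remain open, and the sort markers are not given in the sources used here.

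Mpp6 was higher in KO_CAF, and a change shared by its neighborhood could explain that. The 10 nearest tested genes had a median difference of 0.0289 (-0.78 to 0.79, the highest being the next gene, Dfna5, at 0.79 ± 0.22 with an adjusted p of 1), and the smaller of the differences within a format was 3.92, so a change of that size was not shared by the neighbors, and the format does not account for it. Splits of the 8 libraries gave as many called genes in 27 of 56 cases (real 1, highest other 435), so the count of 1 gene is not beyond chance. Whether Mpp6 follows from Saa3 loss or from another difference between the mouse lines stays open.

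Acinar enzyme transcripts differed between libraries of the same group and may come from 1 source of pancreatic RNA carried into the sort. Their median pairwise correlation over the 18 libraries was 0.955 (0.711 to 0.997). Differences between groups enter this value. It shows that these genes varied together, and not how they came into a library. The library format took a share of 0.33 of the variance within groups, which does not decide between carry-over and format. Of the 90 genes lower in WT_CAF than in NPF, 0 followed the acinar mean with a correlation above 0.9. Because 0 of the 18 acinar genes were called themselves, a gene that followed them would hardly be among the 90. No conclusion is drawn from this count.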

How the results depend on the processing

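The alternatives were fixed before the data were seen except the 3 that leave out WT_CAF 1 with WT_tumor 4, WT_CAF 1 with the format term, or the listed zeros. Where a result did not hold, the cause was not tested. No paired analysis was possible because the labels tie no fibroblast library to a tumor cell library. Some library names are neighbors across the cell types, such as those of KO_CAF 1 and KO_tumor 1, which had the highest neutrophil means (4.18 and 3.87), and those of WT_CAF 5 and WT_tumor 2, which held 51.6 and 3745 FPKM of Apoa1. Whether neighbors came from the same animal was not tested. KO_tumor against WT_tumor within the 16-base index gave no value (1 against 1 library), depth is unknown, and format and group overlap: NPF exists only without an index.

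For WT_CAF against NPF, 122 genes were higher and 185 lower without the format term (9 lists), 1 and 0 within the libraries without an index, and 1 and 1 with only these groups. A pseudocount of 0.1 gave 59 higher and of 5 gave 21, no filter 197 lower, and a filter on the mean 55 lower. Leaving out 1 library gave 8 to 595 higher, 38 to 729 lower and 4 to 14 lists. The extremes were WT_CAF 2 (595 and 729, 12 lists) and NPF 2 (8 and 38). Without WT_CAF 1 there were 101 higher (14 lists), without NPF 1 17 and without WT_CAF 3 24. Leaving out WT_CAF 1 and WT_tumor 4 gave 90 higher (14 lists), and WT_CAF 1 with the format term 518 and 392 (16 lists). An estimated correlation gave 0 lists and fry 1. The higher share was 29.1%, against 39.7% without the format term, 45.4% and 16.9% with pseudocounts of 0.1 and 5, 53.7% and 44.9% without WT_CAF 1 or 2. Signs reversed for Mpp6 (-0.40 without WT_CAF 1, and with WT_tumor 4 out too) and, without WT_CAF 2, for Saa3 (-1.32), Cfb (-0.50) and C4b (-0.47). Over the libraries left out, the other ends were 0.90 for Mpp6 (WT_CAF 2) and, without WT_CAF 1, 5.44 for Saa3, 5.78 for Cfb and 5.41 for C4b. Calls were gained for Hp (6.03, adjusted p = 0.012) and Cdkn1a (-2.34, 0.015) without the format term and for Trp53 (-3.36, 0.0039), Cdkn1a (-3.60, 0.0024) and Plk1 (1.76, 0.027) without WT_CAF 2, where WT_CAF 1 is the only WT_CAF library in the format of NPF. Without WT_CAF 1 these were -0.78 (0.60), -1.20 (0.36) and 0.91 (0.41), and with the format term left out too Cdkn1a was called (-2.03, 0.011), as was Saa3 (6.44, 0.0076). Rescaling to 1 sum moved the median of all genes from -0.01 to 0.19.

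For KO_CAF against WT_CAF, 0 genes were higher within either index form (14 lists in the 16-base form) or with only these groups. Leaving out 1 library gave 1 to 2 higher (2 without KO_CAF 1), 0 to 1 lower (1 without WT_CAF 4) and 1 (WT_CAF 3) to 11 lists (KO_CAF 1). Without WT_CAF 1 and the format term 3 were lower, with Saa3 at -9.76 (adjusted p = 0.013). Over all alternatives the adjusted p of Saa3 was 0.013 to 1 and of Mpp6 1.3e-05 to 1. Ndufv1 was at 0.013 without KO_CAF 3 and at -0.36 without WT_CAF 5. An estimated correlation and fry gave 0 lists.

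For KO_tumor against WT_tumor, no filter gave 4 higher and 1 lower, and leaving out WT_CAF 1 and WT_tumor 4 gave 1 lower. There were 5 lists without the format term, with a filter on the mean, after rescaling and with only these groups, 1 without WT_tumor 1 or WT_tumor 3, 6 without KO_tumor 3, and 0 with an estimated correlation or fry. Without WT_tumor 2, 1 gene was higher.

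For WT_tumor against WT_CAF, 125 were higher and 699 lower within the 6-base index (15.2% higher against 42.0%), 0 and 0 within the 16-base index, and 238 and 504 with only these groups. Leaving out 1 library gave 436 to 1554 higher, 758 to 2003 lower and 17 to 22 lists: 436 and 758 without WT_CAF 3, 748 and 1079 without WT_tumor 1, and 744 higher without WT_CAF 4. An estimated correlation gave 0 lists. Reg1 passed without WT_tumor 4 (5.37, adjusted p = 0.022). The median of all genes moved from 0.07 to 0.23 on rescaling and 0.15 on quantile normalization, and for the interaction from 0.01 to 0.11.

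For the interaction, 1 gene (Mpp6) was called without the format term, with a pseudocount of 5, without WT_CAF 1, 2 or 5, and in the alternatives leaving out WT_CAF 1 with WT_tumor 4 or with the format term (adjusted p of Mpp6 0.020 to 1 over all alternatives). Lists numbered 11 without KO_CAF 1, 3 without KO_CAF 2 or KO_CAF 3, and 0 with an estimated correlation or fry.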

Other observations

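The split tests were fixed before the results were seen, and the other tests in this part were chosen after them. WT_tumor 2 held 32 genes at 50 FPKM or more that were under 1 in the other WT_tumor libraries. The 5 highest, named after their values were seen, were the apolipoproteins Apoa1 (3745 FPKM) and Apoa4 (1632), the fatty acid carrier Fabp1 (1608), the guanylate cyclase activator Guca2b (1066) and the cytochrome Cyp3a11 (754). WT_CAF 5 held 51.6, 27.8, 29.2, 25.4 and 24.9 FPKM of the same genes. Trp53, whose alleles are floxed in the labels, was at 1.38 to 7.11 FPKM in WT_tumor, at 2.22 to 4.38 in KO_tumor, at 21.8 to 32.4 in KO_CAF and at 2.85 in the library labelled WT_CAF 1. That library also held 161 FPKM of the cyclin Ccnd1, against 0.616 to 2.68 in the other WT_CAF.

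With the knockout effect averaged over fibroblasts and tumor cells, 2 genes rose: Mpp6 (2.65 ± 0.26, limma adjusted p = 8.0e-04) and the dynein light chain Dynlt1b (1.75 ± 0.25, adjusted p = 0.041). Dynlt1b was listed at 0 in all NPF and WT_CAF libraries and in WT_tumor 1 to 3, at 1.28 FPKM in WT_tumor 4, at 4.15, 1.67 and 3.18 in KO_CAF and at 3.69, 3.34 and 1.23 in KO_tumor. Rnaset2b was at 1.04 ± 0.17 (adjusted p = 0.11) and Saa3 at -6.72 ± 1.21 (adjusted p = 0.23). Mpp6, Rnaset2b and Saa3 were the 3 genes that parted all 6 knockout libraries from the 12 others. The averaged effect took fibroblast and tumor cell libraries as independent. If some came from the same animals, its errors can be too small, and the 6 knockout libraries would stand for fewer mice.

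Segments of another mouse strain carried along with the knockout may underlie part of these differences. Among the 50 genes of smallest p, 18 pairs lay within 5 Mb of each other, against a median of 7 and a 95th percentile of 12 in 10000 random sets (share with as many 0.0034). Of these, 6 pairs come from 1 cluster of 4 genes (Dynlt1b, Rnaset2b, Tmem181b-ps and Rsph3b), without which 12 pairs remain. Another pair is Saa3 with its neighbor Saal1, and another is Mpp6 with its neighbor Dfna5. Saa3 lies on chromosome 7, Mpp6 on chromosome 6 and the cluster of 4 genes on chromosome 17. A segment around Saa3 itself would therefore not cover Mpp6 or that cluster. With each cluster counted once there were 11, against a median of 5 and a 95th percentile of 9 (share with as many 0.0037). Gene families and overlapping genes can add pairs, and the strain of the knockout was not analysed here. Genotypes at these genes would decide it.

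Splits of the libraries bear on whether a count could come from any grouping. For WT_CAF against NPF 2 of 56 splits called as many genes (real 127, highest other 1372). The highest split set all 5 libraries without an index against WT_CAF 3 to 5, so group and library format cannot be told apart in it. Its count is therefore not comparable with the real one. Within the libraries without an index 1 gene was higher and 0 lower. The sizes of the differences there are those of the main fit, so the lost calls do not bear on the format. For WT_tumor against WT_CAF 2 of 100 splits drawn from 126 did (real 2880, highest other 4468). The highest set WT_CAF 2 to 5 against WT_CAF 1 and the tumor cells, which suggests that this library belongs with the tumor cells in expression. For KO_tumor against WT_tumor 35 of 35 splits (real 0, highest other 323) and for the interaction 100 of 100 drawn (real 0, highest other 52) called as many, but with a real count of 0 this holds for any split, so these splits test nothing.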
